# Unique genome-wide transcriptome profiles of chicken macrophages exposed to *Salmonella*-derived endotoxin

**DOI:** 10.1186/1471-2164-11-545

**Published:** 2010-10-08

**Authors:** Ceren Ciraci, Christopher K Tuggle, Michael J Wannemuehler, Dan Nettleton, Susan J Lamont

## Abstract

**Background:**

Macrophages play essential roles in both innate and adaptive immune responses. Bacteria require endotoxin, a complex lipopolysaccharide, for outer membrane permeability and the host interprets endotoxin as a signal to initiate an innate immune response. The focus of this study is kinetic and global transcriptional analysis of the chicken macrophage response to *in vitro *stimulation with endotoxin from *Salmonella typhimurium*-798.

**Results:**

The 38535-probeset Affymetrix GeneChip Chicken Genome array was used to profile transcriptional response to endotoxin 1, 2, 4, and 8 hours post stimulation (hps). Using a maximum FDR (False Discovery Rate) of 0.05 to declare genes as differentially expressed (DE), we found 13, 33, 1761 and 61 DE genes between endotoxin-stimulated versus non-stimulated cells at 1, 2, 4 and 8 hps, respectively. QPCR demonstrated that endotoxin exposure significantly affected the mRNA expression of *IL1B*, *IL6*, *IL8*, and *TLR15*, but not *IL10 *and *IFNG *in HD 11 cells. Ingenuity Pathway Analysis showed that 10% of the total DE genes were involved in inflammatory response. Three, 9.7, 96.8, and 11.8% of the total DE inflammatory response genes were significantly differentially expressed with endotoxin stimulation at 1, 2, 4 and 8 hps, respectively. The *NFKBIA, IL1B, IL8 and CCL4 *genes were consistently induced at all times after endotoxin treatment. *NLRC5 *(CARD domain containing, NOD-like receptor family, RCJMB04_18i2), an intracellular receptor, was induced in HD11 cells treated with endotoxin.

**Conclusions:**

As above using an *in vitro *model of chicken response to endotoxin, our data revealed the kinetics of gene networks involved in host response to endotoxin and extend the known complexity of networks in chicken immune response to Gram-negative bacteria such as *Salmonella*. The induction of *NFKBIA, IL1B, IL8, CCL4 *genes is a consistent signature of host response to endotoxin over time. We make the first report of induction of a NOD-like receptor family member in response to *Salmonella *endotoxin in chicken macrophages.

## Background

Determining the effects of endotoxin from *Salmonella typhimurium *in chicken macrophages is an in vitro model to characterize the transcription profiles of one important cell type in the chickens' immune response. Endotoxin is a complex lipopolysaccharide (LPS) found in the outer cell membrane of Gram-negative bacteria that is responsible for membrane organization and stability [1] and differs from LPS in that it is a butanol/water extract rather than a phenol/water extract [2]. Endotoxin used in the present study is between 10 and 20% protein and reproducible, hence its complexity better mimics the cell membrane *in vivo*. Recognition of the lipid A and/or the polysaccharide moiety of endotoxin by membrane receptors of monocytes induce a wide variety of cellular responses, including the synthesis of cytokines such as *IL1B, TNF, IL6, IL8 *[3]. Vertebrates have evolved an effective innate immune response to LPS-containing bacteria over evolutionary time. Chickens are much more resistant than mammals to LPS-induced septic shock [4] and respond to LPS with the induction of *IL1B, IL6*, and *IL18 *mRNA [5]. However, few studies have specifically examined the response to the more complex and more relevant immune stimulant, endotoxin, as a model for *in vivo *responses.

Membrane-bound receptors (some Toll-like Receptors; TLRs) and also intracellular receptors such as NOD-like Receptors (NLRs) play key roles in the recognition of pathogen associated molecular patterns (PAMPs) to induce a host response. Both receptor families contain a series of Leucine Rich Repeat (LRR) modules in their ligand recognition domains [6]. Although NLRs have been extensively studied in mammals [7], their regulation in chicken is still to be described

Macrophages play primary roles in both innate and adaptive immunity. In addition to their roles in innate disease resistance, macrophages are versatile cells that can alter the animal's immunological state by producing regulatory molecules such as cytokines, enzymes, and receptors that regulate the adaptive immune response [8]. Cell lines allow better experimental control and reproducibility than primary cultures of macrophages because of the functional uniformity of cell populations [9]. Despite the limited number of studies with chicken macrophages, it is known that they are capable of mediating lymphoid functions [10]. HD11 is an avian myelocytomatosis virus (MC29) transformed chicken macrophage-like cell line [11] that has been extensively studied. For example, LPS induced a significant level of nitric oxide production (NO) in HD11 cells [12]. HD11 cells have been shown to be activated, as measured by NO production, by various doses of LPS by He et al. (2006) [13]. This dose-dependent induction of NO in HD11 cells at 24 hours post stimulation demonstrates involvement in host response mechanisms to microbial infections and responsiveness of HD11 cells to bacterial components.

Gene expression profiling using microarrays is a widely used method to explore biological functions of both host and microorganisms in innate immunity [14,15]. Classifying interconnected and overlapping components of the immune system into subsets, according to their functionality, such as cellular versus humoral immunity or innate versus adaptive immunity, permit the complex immune system to be dissected into distinct areas. Chicken macrophage immune response to strains of avian pathogenic *Escherichia coli *(APEC) and *Mycoplasma synoviae *was previously studied in HD11 cells using the avian macrophage microarray (AMM) with 4906 elements and using the avian innate immunity microarray (AIIM) with 4959 elements [16]. The AMM with 4906 elements has also been used by Bliss et al. (2005) to determine the avian macrophage response to commercial *Salmonella typhimurium *lipopolysaccharide [17]. However, the AMM profiling tool lacked some important elements; for example, replicates of probes for known Toll-like receptor genes were missing. Transcriptional profiling of chicken HD11 cells stimulated with *Salmonella enteritidis *was performed using the AMM array, and the authors reported that most of the DE genes responded at 5 hours post stimulation, with more genes down-regulated than up-regulated [18].

In the present study, a global transcriptome analysis of the HD11 innate immune response was conducted. The HD11 cells were exposed to various doses of ST-798 endotoxin for 1, 2, 4, and 8 hours and the mRNA levels *of IL6, IL8, IL10, IL1B, IFNG*, and *TLR15 *genes were measured by Quantitative RT-PCR and with the *Affymetrix *GeneChip containing 38535 probes. First, we determined the optimum among four endotoxin doses to elicit an immune response in HD11 cells and then performed a microarray experiment. Our results showed a chicken host response to *Salmonella *endotoxin that initiated quickly and significantly, increased in breadth up to 4 hps, and then rapidly approached homeostasis at 8 hps. The data suggest the importance of these early-induced genes in initiating the extensive gene cascade occurring at 4 hours exposure. We classified all significantly differentially expressed genes by their function and compared gene networks at 1, 2, 4, and 8 hours post-stimulation. The large number of genes differentially expressed at 4 hours enabled the elucidation of highly refined gene networks. This study provides a more comprehensive assessment of chicken macrophage response to endotoxin from *Salmonella typhimurium *(one of the most common food-borne pathogen) than the literature published to date, along with other novel findings on specific genes

## Results

### Endotoxin dose of 1 μg/ml consistently induces an immune response in chicken macrophages

HD11 cells were stimulated with 0.0, 0.1, 1.0, or 10.0 μg/ml endotoxin for 1, 2, 4, or 8 hours and the differential expression of *IL6, IL8, IL10, IL1B, IFNG*, and *TLR15 *genes was measured by QPCR. Multiple comparison analysis of least squares means (LSmeans) demonstrated that 1 μg/ml of endotoxin was the minimum concentration required to elicit an immune response in HD11 cells, assayed by transcriptional differences in these selected genes (Table 1). Macrophages stimulated with endotoxin expressed significantly higher levels of *IL6, IL8, IL1B*, and *TLR15 *than the non-stimulated (vehicle-treated) macrophages. Cells stimulated with 1.0 μg/ml endotoxin also expressed higher mRNA than cells stimulated with 0.1 μg/ml endotoxin for *IL1B *(*P *< 0.0001) and *IL6 *(*P *= 0.03). Stimulation of cells with endotoxin of all doses induced higher *IL8 *expression than in non-stimulated cells (*P *< 0.0001). Cells stimulated with 1.0 μg/ml endotoxin expressed higher levels of *TLR15 *than non-stimulated cells (*P *= 0.002). *IL10 *gene expression did not change by endotoxin dose. The stimulation time had significant effect on the mRNA levels of all genes assayed by QPCR. The endotoxin dose significantly affected the expression of TLR15, IL1B, IL8 and IL6 (Table 2). Thus, endotoxin stimulation of HD11 macrophages had different impacts on each gene (Table 3). *IL1B, IL8, IL6 *and *TLR15 *gene expression differed by the endotoxin dose, while no *IFNG *or *IL10 *induction was measured after endotoxin stimulation (Fig. 1A). Endotoxin treatment, comparing treated to non-treated cells, had significant or near significant effects on IL1beta and IL8 genes at 2, 4 and 8 hps (Fig. 1B, 1C, 1D).

**Table 1:** Effect of endotoxin dose and time on cytokine expression in HD11 macrophages (P values)

Genes	Time	Dose	Interaction
TLR15	0.026	0.002	0.693
IL1B	< 0.0001	< 0.0001	0.674
IL8	< 0.0001	< 0.0001	0.539
IFNG	< 0.0001	0.376	0.802
IL10	< 0.0001	0.429	0.783
IL6	0.014	0.034	0.018

**Table 2:** Separation of dose effect on HD11 macrophages over time, significance at P < 0.05

Genes	0.0	0.1	1.0	10.0
TLR15	x	xy	y	y
IL1β	x	y	z	yz
IL8	x	y	y	y
IFN	x	x	x	x
IL10	x	x	x	x
IL6	x	x	y	xy

x, y, z = doses not sharing a letter are significantly different at P < 0.05, by Tukey-Kramer Honestly test

**Table 3:** Effect of endotoxin on cytokine expression at 1, 2, 4 and 8 hours, P values.

Genes	1hps	2hps	4hps	8hps
TLR15	0.027	0.290	0.210	0.136
IL8	0.003	0.027	0.027	0.078
IL1β	0.013	0.004	0.063	0.003
IFNG	0.959	0.412	0.425	0.517
IL6	0.034	0.825	0.002	0.251
IL10	0.336	0.555	0.520	0.946

**Figure 1:**
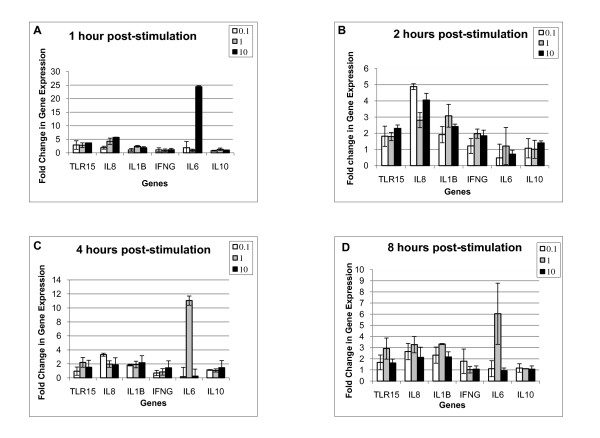
**Endotoxin stimulation of *TLR15, IL8, IL1B, IFNG, IL6 *and *IL10 *gene expression in HD11 cells**. HD11 macrophages were stimulated for 1, 2, 4 and 8 hours with 0.0, 0.1, 1.0, 10.0 μg/ml endotoxin. Data are shown as the fold change in mRNA levels after treatment compared with nontreated cells by QPCR. A: fold change at 1 h post-stimulation (hps); B: fold change at 2 hps; C: fold change at 4 hps; D: fold change at 8 hps. RNA samples were isolated on 3 different days and the QPCR was carried out in triplate.

### Transcriptional response of chicken macrophages to S*almonella e*ndotoxin

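HD11 is a macrophage-like chicken cell line transformed by an avian virus. Each array measured RNA from a culture given 1 μg/ml ST-798 endotoxin or vehicle (0 μg/ml) and harvested at 1, 2, 4 or 8 hours post stimulation (hps). At each time there were 3 endotoxin-treated arrays and 2 vehicle-treated arrays, 20 arrays in all, and the third replication had no vehicle-treated arrays. The values deposited by the authors are RMA expression levels on the log2 scale, background corrected, quantile normalized and summarized per probe set. From these, a linear model with a term for each of the 8 groups of dose and time and a term for replication was fitted with limma to 38439 probe sets, leaving out 96 control probe sets of the array maker. A probe set was called higher or lower in endotoxin-treated cells at a q value under 0.05, with the number of unchanged probe sets estimated from a histogram of 20 bins. Differences below are endotoxin minus vehicle on the log2 scale with their standard error (SE) from limma, for 3 against 2 arrays, and the number of arrays limits their precision. The actin control probe set nearer the 3' end was brighter than that nearer the 5' end by 0.22 and 0.35 in the vehicle-treated arrays at 4 hps, the values of the 2 replications. This difference, which grows when RNA is broken or cDNA is short, lay between -0.0018 and 0.11 in the other vehicle-treated arrays and between -0.15 and 0.011 in the endotoxin-treated arrays at 4 hps. In the endotoxin-treated arrays of the third replication at 1 and 2 hps it was 0.19 and 0.11. Endotoxin minus vehicle at 4 hps, the difference between the ends was -0.33 in both replications for actin, -0.18 and 0.023 for GAPDH and -0.066 and 0.056 for EF1A, so that GAPDH and EF1A did not move the same way in both. On the first principal component, which held 26.6% of the variance, the vehicle-treated arrays at 4 hps lay at 14.7 and 24.4. The endotoxin-treated arrays of the third replication at 1 and 2 hps lay at 32.1 and 33.6, and the other arrays between -21.9 and 12.1.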

We used the array to profile the transcriptional response of chicken HD11 cells to endotoxin over time. 

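The NF-kB inhibitor genes NFKBIA and TNFAIP3 were higher with endotoxin at all 4 times. Of 26 measured genes of NF-kB inhibition and signalling, 4 were higher at 1 hps, 2 at 2 hps, 9 at 4 hps and 2 at 8 hps, and 0 were lower at any time. By any probe set of a gene, 13 were higher and 1 lower at 4 hps. With the vehicle-treated arrays of 1, 2 and 8 hps as reference, 5 were higher and 1 lower at 4 hps, and ZC3H12A, TRADD, TRAF1 and IKBKE were no longer called. NFKBIZ, 1 of these 5 in the fit of all 20 arrays, was not called in the fit without the vehicle-treated arrays at 4 hps (0.40, q = 0.0522). Adjusted over the list alone, 6, 5, 12 and 6 were higher and 1 was lower, at 4 hps. Of 37 measured cytokine and chemokine genes, 2, 5, 6 and 6 were higher at these times and 2 were lower, at 4 hps. By any probe set of a gene, 3 were higher at 1 hps, with CCL4 beside IL1B and IL8, and 8 were higher and 2 lower at 4 hps. Of this list, 6 were higher and 0 lower at 4 hps against the vehicle-treated arrays of 1, 2 and 8 hps. Adjusted over the list alone, 3, 6, 6 and 7 were higher and 5 were lower, at 4 hps. Set against the other genes by limma's camera test, the NF-kB list moved up at 1, 2, 4 and 8 hps (adjusted p = 1.98e-11, 2.95e-05, 2.23e-06 and 2.35e-12). With an estimated correlation these were adjusted p = 0.0126, 0.0810, 0.0473 and 0.0124, so that the call at 2 hps was lost. The cytokine list moved up at 1, 2 and 8 hps (adjusted p = 5.00e-06, 0.000106 and 0.000241 from camera, and adjusted p = 0.0126, 0.0285 and 0.0339 with an estimated correlation). At 4 hps its median difference was -0.04 and its mean 0.12, and it did not pass (adjusted p = 0.803 from camera). Over all probe sets, 14 were higher and 0 lower at 1 hps, 31 higher and 2 lower at 2 hps, 1902 higher and 1204 lower at 4 hps, and 57 higher and 4 lower at 8 hps (limma). At 1 hps 745 were higher and 593 lower at an unadjusted p under 0.05 from limma, where 1922 in both directions together would be expected by chance. In replications 1 and 2, which hold vehicle-treated arrays, the difference had the same sign for all of the 14, 33 and 61 probe sets called at 1, 2 and 8 hps and for 3102 of the 3106 called at 4 hps. The probe sets were called from these same arrays, so this agreement follows in part from the choice and is not independent evidence. Without the term for replication the counts of higher and lower were 6 and 0, 10 and 1, 36 and 13, and 15 and 0. In endotoxin-treated cells at 4 hps, 264 probe sets were higher and 255 lower than in the vehicle-treated arrays of 1, 2 and 8 hps, a comparison chosen after the data were examined that also holds differences between times.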

We found 13, 33, 1761, and 61 genes significantly DE between endotoxin-stimulated (1.0 μg/ml) and vehicle-treated HD11 cells at 1, 2, 4, and 8 hours; respectively (*q *< 0.05). Our results provide a unique and more comprehensive chicken transcriptome profile than current literature.

Comparative analysis of DE genes by Ingenuity Pathway Analysis showed that 10% of the total DE genes are annotated as inflammatory response [19]. Three, 9.7, 96.8, and 11.8% of these inflammatory response genes were significantly affected at 1, 2, 4, and 8 hours, respectively [additional file 1].

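Of the 12 inflammatory genes that Additional file 1 lists at 1, 2 or 8 hps, 4 were higher at 1 hps (5 by any probe set, with CCL4), 8 at 2 hps, 9 at 4 hps and 10 at 8 hps. The lower ones were BLNK, an adaptor of B cell receptor signalling, at 2 hps and the death receptor gene FAS at 4 and 8 hps. PIK3R5, a regulatory subunit of phosphoinositide 3-kinase, was higher by 0.82 at 2 hps (SE 0.10, q = 0.00160 from limma), by 0.86 at 4 hps (q = 0.000377) and by 0.70 at 8 hps (q = 0.00339). FAS differed by -0.57 at 4 hps (SE 0.08, q = 0.00158 from limma) and by -0.60 at 8 hps (q = 0.00206). ADORA2B, an adenosine receptor gene, rose by 0.56 at 4 hps (SE 0.07, q = 0.000910 from limma) and by 0.38 at 8 hps (q = 0.0437). Adjusted over the list alone, 7, 10, 10 and 10 genes were higher and 0, 2, 2 and 1 lower at 1, 2, 4 and 8 hps. The study chose this list on these samples, so its counts follow from that choice and are not independent evidence of a direction or of a course over time. At 4 hps, 10 of the 12 were higher and 1 lower against the vehicle-treated arrays of 1, 2 and 8 hps.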

The 13 genes responding to endotoxin stimulus at 1 hour exposure were *TNFAIP3 *(Tumor Necrosis Factor, alpha-induced protein 3)[GeneBank: XR_026935], *TNIP2 *(TNFAIP3 interacting protein 2)[GeneBank: NM_001031166], *NFKBIA *(nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha) [GeneBank: NM_001001472], *MRGPRH *(seven transmembrane domain G-protein coupled receptor) [GeneBank: XM_418053], *BTG2 *(B-cell translocation gene 2) [GeneBank: XM_418053], *IL1B *(Interleukin 1 Beta) [GeneBank:NM_204524], *CCL4 *(chemokine (C-C motif) ligand 4) [GeneBank: NM_001030360], *CD83 *(CD83 antigen, activated B cells) [GeneBank: XM_418929], *IL8 *(Interleukin 8) [GeneBank: NM_205498], *CH25 H *(cholesterol 25-hydroxylase) [GeneBank: XM_421660], *TRAF3 *(TNF receptor-associated factor 3 [GeneBank:XM_421378], and *JUN *(jun oncogene) [GeneBank: NM_001031289] genes. Most, if not all, of these 13 genes have key roles in the immune response and were significantly up-regulated (Table 4). 

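The genes higher at 1 hps encode cytokines and chemokines (CCL4, IL8 and IL1B), CD83, MRGPRH, the enzyme CH25H and regulators of signalling and transcription. CD83, a surface marker of activated antigen-presenting cells, was higher by 1.85 at 1 hps (SE 0.25, q = 0.00931 from limma). MRGPRH, a G-protein coupled receptor, was higher by 1.19 (SE 0.11, q = 0.000297). BTG2, an antiproliferative gene, was higher by 1.14 (SE 0.12, q = 0.000525). CH25H, which hydroxylates cholesterol, was higher by 1.28 (SE 0.19, q = 0.0212). TNFAIP3, a ubiquitin-editing inhibitor of NF-kB, went from 10.38 ± 0.20 (SD, n = 2) in vehicle-treated to 11.70 ± 0.18 (SD, n = 3) in endotoxin-treated arrays. CH25H was the 1 gene called among 25 measured genes of sterol synthesis, uptake and efflux at each of the 4 times, also when adjusted over the list alone. At 4 hps 5 of them were higher by any probe set of a gene, and 3 against the vehicle-treated arrays of 1, 2 and 8 hps. The 14 probe sets called at 1 hps stood for 12 genes, with a second probe set for IL8 and 1 probe set without a gene name, and their median difference was 1.26. Without replicate 2 no probe set was called at 1 hps, and without replicate 1 the count was 1.

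**Figure D1:**
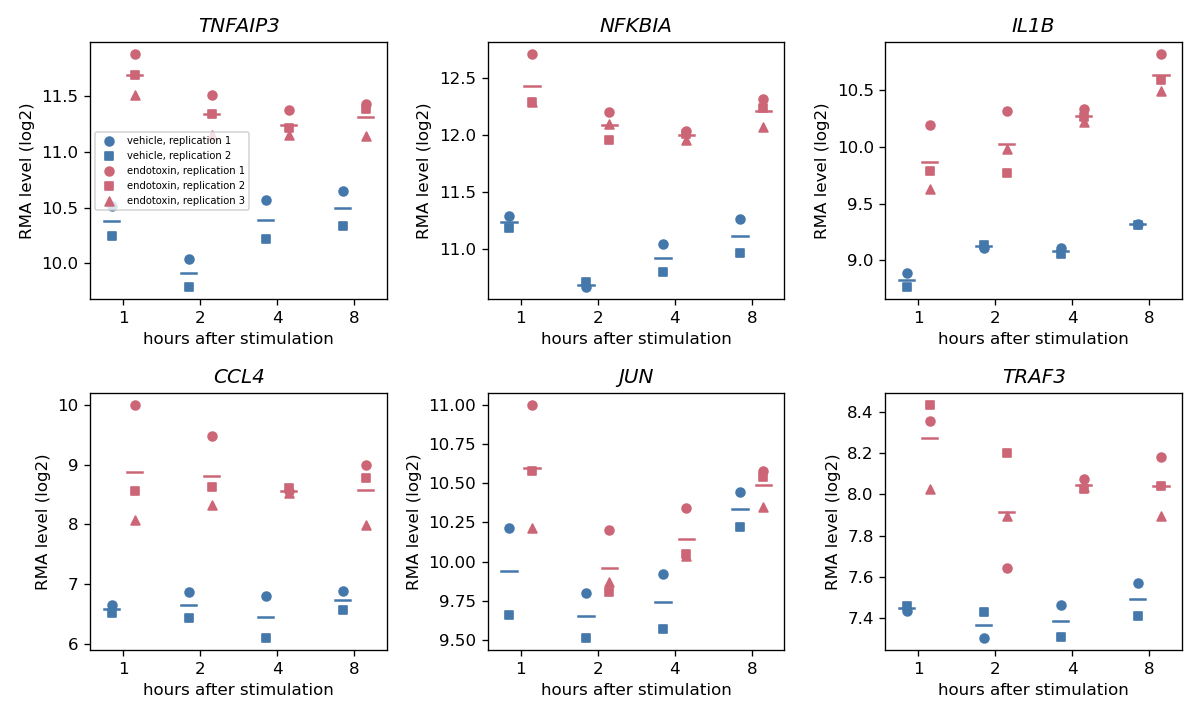
Log2 expression of TNFAIP3, NFKBIA, IL1B, CCL4, JUN and TRAF3 on each of the 20 arrays against hours post stimulation, with vehicle-treated and endotoxin-treated arrays apart, points for the replications and bars for group means. TNFAIP3 at 1 hps averages 10.38 in vehicle-treated and 11.70 in endotoxin-treated arrays.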

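At 2 hps further chemokine, enzyme and signalling genes were called. CMBL, a hydrolase gene, was higher by 1.29 (SE 0.21, q = 0.0245 from limma) and the chemokine gene K123 by 1.25 (SE 0.21, q = 0.0303). LIPG, a lipase gene, was higher by 0.91 (SE 0.14, q = 0.0212), and DUSP10, a phosphatase of MAP kinases, by 0.43 (SE 0.07, q = 0.0301). PROK2, a small secreted protein gene, was higher by 0.55 (SE 0.10, q = 0.0469). BLNK fell by 0.52 (SE 0.07, q = 0.0117), 1 of the 2 probe sets that were lower. Of 22 measured genes of matrix metalloproteinases and their inhibitors, MMP23B alone was called, higher by 0.62 (SE 0.10, q = 0.0202), and adjusted over the list alone the count was also 1. The camera test of this list gave adjusted p = 0.0345 at 2 hps, and adjusted p = 0.188 with an estimated correlation. All 31 probe sets higher at 2 hps had the same sign at 1 hps. The test of the effect at 2 hps against that at 1 hps called 0 probe sets (limma, 1145 at an unadjusted p under 0.05, where 1922 would be expected by chance). Without replicate 2 no probe set was called at 2 hps.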

The number of significantly DE genes increased from 13 to 33 at 2 hours post stimulation. 

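The genes higher at 4 hps include some also called at 8 hps, such as the chemokine genes K123 and CCL17, and others not called at the other times, such as DIAPH1. The chemokine gene CCL19 was lower, at -0.36 (q = 0.0388). CMBL was higher by 1.66 (SE 0.21, q = 0.000952 from limma), K123 by 1.38 (q = 0.00388) and the chemokine gene CCL17 by 1.17 (SE 0.12, q = 0.000318). DIAPH1, a formin gene, was higher by 1.63 (SE 0.29, q = 0.00743), RHOBTB2 by 1.55 (SE 0.38, q = 0.0210), TMEM123 by 1.41 (q = 0.0295) and STT3A, a subunit of oligosaccharyltransferase, by 1.39 (SE 0.42, q = 0.0412). The growth factor gene GDF2 fell by 0.72 (SE 0.11, q = 0.00387), the membrane protein gene EMP1 by 0.69 (SE 0.15, q = 0.0143) and the receptor kinase gene KIT by 0.64 (SE 0.12, q = 0.00789). Of the 3106 probe sets called, 61.2% were higher, and the median size of the difference was 0.43. The direction varied with the mean level over all arrays. In decile 3, counted from the dimmest, 0.70% of probe sets were higher and 3.54% lower, with a median difference of -0.077 over the decile. In decile 8 these were 12.9% and 2.24%, with a median of 0.088, and in decile 10 they were 3.98% and 4.16%. The vehicle-treated arrays at 4 hps, which stood apart in the actin signal (median 0.28 against 0.024 in the other vehicle-treated arrays), differed from those of the other times at 2101 probe sets. The differences against the vehicle-treated arrays of 1, 2 and 8 hps were 1.22 for CMBL, 1.29 for K123, 1.09 for CCL17, -0.63 for EMP1 and -0.58 for KIT, all called. In that comparison DIAPH1, RHOBTB2, TMEM123, STT3A, GDF2 and CCL19 were not called, at 0.28, 0.33, 0.29, 0.013, -0.23 and -0.021.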

Four hours after stimulation, 1761 genes were differentially expressed with about 2/3 up-regulated and 1/3 down-regulated [additional file 2]. Interestingly, all stimulated genes at both 1 hps and 2 hps except *LIPG *were still up-regulated at 4 hps, and all but three (*TRAF3, JUN *and *TNIP2*) of the genes stimulated at 1 hps, and all but 4 of the 2 hps up-regulated genes (*DUSP10 *and three un-annotated transcripts), remained elevated at 8 hps, indicating much of the earliest immune response stimulation was still occurring. 

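Most of the probe sets higher at 1 hps were called higher again at later times, while those of JUN, TRAF3 and TNIP2 were not called at 2 or 8 hps. All 14 probe sets higher at 1 hps were higher at 4 hps, where independent lists would share 0.693, and 10 of them were higher at 8 hps, where independent lists would share 0.0208. Of the 31 probe sets higher at 2 hps, 29 were higher at 4 hps and 27 at 8 hps (1.53 and 0.0460 for independent lists). The differences at all times come from 1 fit with common replication terms, so the lists of different times are not fully independent. LIPG was higher by 0.37 at 4 hps (SE 0.14, q = 0.0861 from limma), short of the threshold, by 0.62 at 4 hps against the vehicle-treated arrays of 1, 2 and 8 hps, where it was called, and by 1.01 at 8 hps (q = 0.00510). DUSP10 was higher by 0.40 at 4 hps (q = 0.00765) and by 0.31 at 8 hps (q = 0.171). The 10 probe sets higher at all 4 times stood for TNFAIP3, CH25H, MRGPRH, IL1B, CCL4, IL8 with 2 probe sets, NFKBIA, CD83 and BTG2. MRGPRH was higher by 1.61, 1.48 and 1.48 at 2, 4 and 8 hps, and CD83 by 2.08, 1.55 and 2.29. At 4 hps MRGPRH was higher by 1.83 and CD83 by 1.70 against the vehicle-treated arrays of 1, 2 and 8 hps, while JUN was not called there, at 0.26 (q = 0.189).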

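The chemokine genes K123 and CCL17 were called at both 4 and 8 hps, while most probe sets called at 4 hps were not called at 8 hps. DIAPH1 differed by 0.13 at 8 hps (SE 0.29, q = 0.996 from limma), GDF2 by -0.16 (q = 0.996) and KIT by -0.31 (q = 0.820). K123 was higher by 2.06 at 8 hps (q = 0.000262), CCL17 by 1.37 (q = 8.83e-05) and CMBL by 1.84 (q = 0.000587). Of the 3106 probe sets called at 4 hps, 70.0% had the same sign at 8 hps, with a median ratio of 0.141 between the difference at 8 hps and that at 4 hps, a ratio that the choice of probe sets by their call at 4 hps lowers by itself. At no other time were 3044 of them called. The effect at 4 hps minus that at 8 hps was tested directly with limma, and 0 probe sets passed (smallest q = 0.157, 4537 at an unadjusted p under 0.05). The interaction of dose and time likewise had 0 calls (smallest q = 0.0736, 4409 at an unadjusted p under 0.05, where 1922 would be expected by chance). It had 24 calls with trend and robust options and 1 with ribosomal protein centring or with the brighter 19219 probe sets alone.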

Clearly, however, the majority of the massive response observed at 4 hps was very transitory, significantly shutting down by 8 hps.

**Table 4:** Fold changes [log2(treated/control)] at 1 hour post-stimulation, *q *values from microarray analysis

Gene name	Accession number	fold change log2(t/c) at 1 hps	*q*-values
TNFAIP3	XR_026935	2.64	4.29E-07
NFKBIA	NM_001001472	2.29	4.93E-05
MRGPRH	XM_423677	2.29	0.0003
BTG2	XM_418053	2.14	0.0005
IL1β	NM_204524	5.65	0.0009
CCL4	NM_001030360	5.65	0.0009
CD83	XM_418929	3.48	0.009
IL8	NM_205498	2.96	0.01
CH25H	XM_421660	2.46	0.02
TRAF3	XM_421378	1.86	0.03
JUN	NM_001031289	1.62	0.03
IL8	NM_205018	3.03	0.03
TNIP2	NM_001031166	1.74	0.03

### Persistent inflammatory response across all time points but a specific anti-microbial response only at 4 hours after endotoxin stimulation

Transcriptional regulation of chicken macrophages changed as a result of endotoxin treatment observed as early as 1 hour post exposure. To explore these changes, we categorized DE genes by function, with an emphasis on immunological functions, and compared the *P-*values for all time points within each functional group using Ingenuity Pathway Analysis (IPA) software (Fig. 2). The significance levels varied across the functional groups. Genes annotated with various types of immune and inflammatory response functions were significantly overrepresented in all gene lists. However, the genes in the "Antimicrobial Response" functional category were differentially expressed only at 4 hps, demonstrating the specific character of the immune response of chicken macrophages to ST-798 endotoxin at 4 hps.

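Few genes of antimicrobial and interferon responses were called, and most calls were at 4 hps. Of the 8 measured genes that Additional file 1 gives for this category, CCL4 and IL28RA, a subunit of an interferon receptor, were higher at 4 hps. The antiviral genes ZC3HAV1 and EIF2AK2 were lower at 4 hps by -0.43 (SE 0.09, q = 0.0114 from limma) and -0.36 (SE 0.08, q = 0.0184). CCL4 was also higher at 2 and 8 hps on the probe set that stands for it in the list, and at all 4 times on its brightest probe set. At 1 hps this leaves 0 of the 8 genes called by the probe sets of the list, and 1, CCL4, by any probe set. At 4 hps 5 were higher and 3 lower by any probe set. Adjusted over the list alone, 1, 1, 4 and 1 were higher and 0, 0, 2 and 0 lower at 1, 2, 4 and 8 hps. The study chose this list on these samples, so its counts are not independent evidence. Of 33 measured phagocyte effector genes, 6 were higher at 4 hps and 1 was lower, the same counts as when adjusted over the list alone (8 and 1 by any probe set of a gene). BPI, which binds lipopolysaccharide, was higher by 0.99 (SE 0.20, q = 0.0114), but by 0.39 (q = 0.183), not called, against the vehicle-treated arrays of 1, 2 and 8 hps. GCH1, which makes a cofactor of nitric oxide synthase, was higher by 0.56 (SE 0.10, q = 0.00857). GCH1 was the 1 effector gene called at 8 hps, by 0.61 (q = 0.0237), or 1 of 2 when adjusted over the list alone. The camera test of the effector list gave adjusted p = 0.0226 at 8 hps, and adjusted p = 0.154 with an estimated correlation. Of 38 measured interferon and antiviral genes, 2 were higher and 4 lower at 4 hps, also when adjusted over the list alone, or 5 and 5 by any probe set of a gene, and 0 were called at the other times. Against the vehicle-treated arrays of 1, 2 and 8 hps, where the actin signal did not stand apart, 1 effector gene, GCH1, was higher and 2 lower at 4 hps, 0 interferon genes were called, and of the 8 genes of the study's list CCL4 alone was called.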

**Figure 2:**
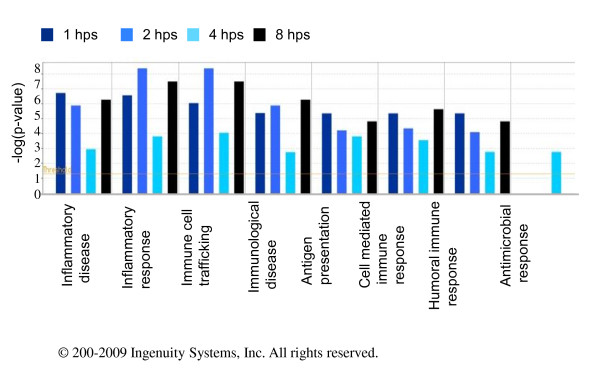
**Significance levels of different immunological functions of chicken HD11 cells stimulated with endotoxin**. Immunological functions at 1, 2, 4, and 8 hours post stimulation*P*-values were calculated by Fisher's exact test using IPA. Threshold was set at P = 0.05 and indicated as -log (p-value) on the Y-axis. X-axis shows immunological function. Experiments carried out in triplicates.

### Genes involved in "immune cell trafficking" networks after endotoxin stimulation

We then used IPA for comparative gene network analysis (Fig. 3, 4, 5). Ingenuity Pathway Analysis considers all possible interactions between the genes, including the ones that are not in the entered gene list. During the first hour of endotoxin exposure, only 13 genes were significantly up-regulated, which resulted in a network only lightly populated with our DE genes and thus provided little insight (Fig. 3, 5).

**Figure 3:**
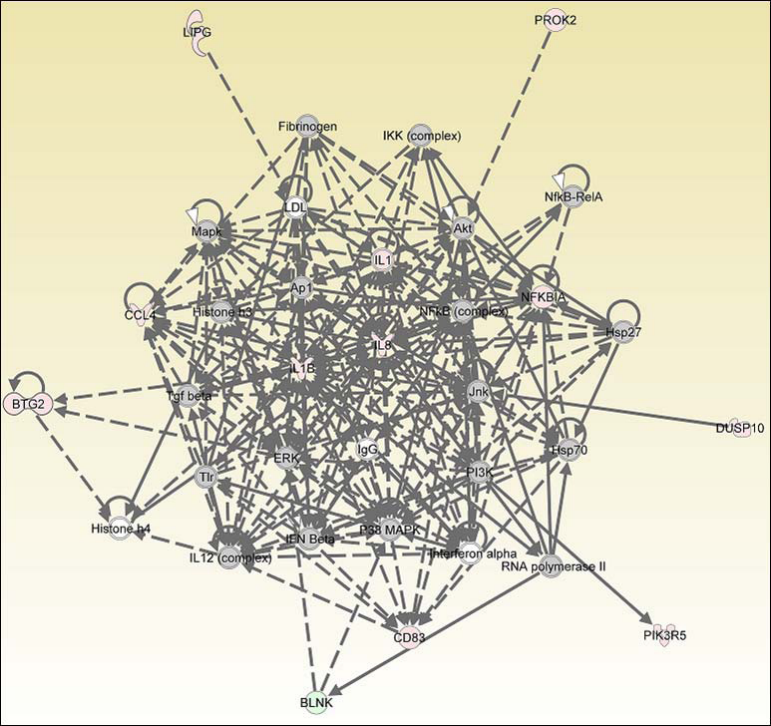
**Gene network analysis of microarray of chicken HD11 cells at 2 hours after endotoxin stimulation**. "Cell-to-cell signaling and interaction, hematological system development and function, immune cell trafficking" gene networks at 2 hps. Red color shows up-regulation and green color shows down-regulation (IPA). Grey molecules are not differentially expressed, but are included to illustrate association with significantly up-regulated genes. Experiments were carried out in triplicate.

**Figure 4:**
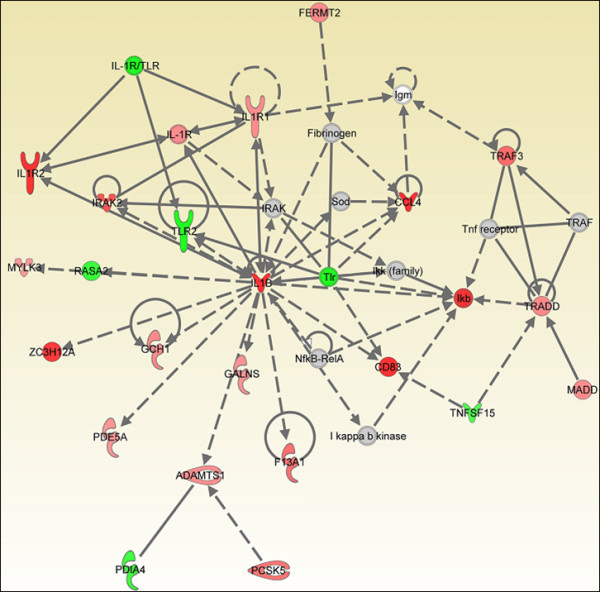
**Gene network analysis of microarray of chicken HD11 cells at 4 hours after endotoxin stimulation**. Experiments were carried out in triplicate.

**Figure 5:**
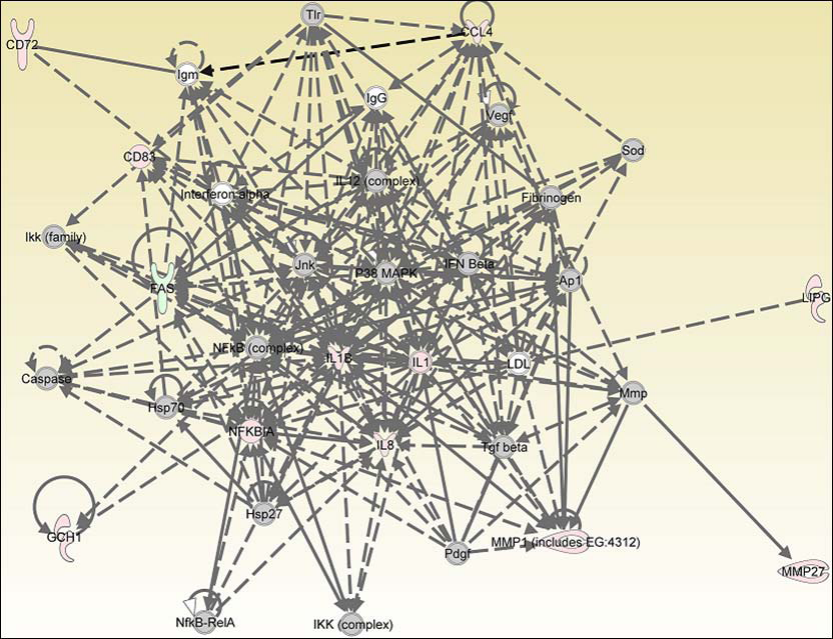
**Gene network analysis of microarray of chicken HD11 cells at 8 hours after endotoxin stimulation**. Experiments were carried out in triplicate.

The one hour post-stimulation response was the limiting factor in network comparisons because of the small number of differentially expressed genes. Gene networks of "immune cell trafficking" were identifiable at all four time points, however, and therefore were used for comparison of network structure over time. At 1 hps, the *BTG2, IL8, TNIP2 *and *CCL4 *genes were included in the "Cell-To-Cell Signaling and Interaction, Hematological System Development and Function, Immune Cell Trafficking" group according to their function [additional file 3]. 

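NFKBIA, the inhibitor of NF-kB, and the cytokine and chemokine genes IL1B, IL8 and CCL4 were each called higher at all 4 times on at least 1 probe set. NFKBIA was higher by 1.23, 1.44, 1.12 and 1.14 at 1, 2, 4 and 8 hps (SE 0.10 at each, q = 4.86e-05, 4.84e-06, 5.43e-05 and 7.20e-05 from limma). IL1B was higher by 1.10, 0.96, 1.24 and 1.37 (SE 0.12, q = 0.000929, 0.00292, 9.63e-05 and 7.20e-05). CCL4 was higher on the brighter of its called probe sets by 2.53, 2.40, 2.36 and 2.09 (SE 0.28, q = 0.000929, 0.00160, 0.000556 and 0.00255). Its other called probe set was not called at 1 hps (0.53, q = 1.00), and a further one was called at no time, with differences from 0.22 to 0.40. IL8 was higher on the brighter of its called probe sets by 1.57, 1.51, 1.35 and 1.43 (SE 0.21, q = 0.0108, 0.0108, 0.00492 and 0.00745). At 4 hps, against the vehicle-treated arrays of 1, 2 and 8 hps, NFKBIA was higher by 1.03, IL1B by 1.24, CCL4 by 2.15 and IL8 by 1.08, all called.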

*NFKBIA, IL1B, IL8*, and *CCL4 *genes were persistently up-regulated at each time point. *AP1 (JUN) *transcription factor was induced when macrophages were exposed to endotoxin for 1 hour, but this expression profile was not observed at 8 hours exposure. However, an *NFKB *dependent host response was shown by the significant differential expression of *NFKBIA*. 

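JUN, a component of AP-1, rose at 1 hps by 0.75 (SE 0.11, q = 0.0300 from limma). It differed by 0.39 at 2 hps (q = 0.763), rose by 0.49 at 4 hps (q = 0.0185) and differed by 0.25 at 8 hps (q = 0.926). FOS, its partner in AP-1, was dim (percentile 31.3 of all probe sets) and was called at no time, at -0.08, 0.08, 0.07 and 0.24. Of 33 measured genes of AP-1 factors, MAP kinases and their phosphatases, 1, 1, 5 and 0 were higher and 0 lower at 1, 2, 4 and 8 hps, and 10 were higher at 4 hps by any probe set of a gene. Adjusted over the list alone, 1, 3, 6 and 3 were higher. The camera test gave adjusted p = 0.0138, 0.0439, 0.00578 and 0.00923, and adjusted p = 0.206, 0.290, 0.174 and 0.188 with an estimated correlation. The genes higher at 4 hps were DUSP10, JUN, MAPK8, the phosphatase gene DUSP4 (0.28, q = 0.0210) and the stress factor gene ATF3 (0.58, q = 0.0408). DUSP10 alone was called at 4 hps against the vehicle-treated arrays of 1, 2 and 8 hps, where JUN differed by 0.26 (q = 0.189).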

Phosphorylation and the subsequent ubiquitination of IKB, the gene product of the *NFKBIA *gene, are known as key processes required for regulating the innate immune system [20]. 

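IRAK2, a kinase downstream of Toll-like and interleukin-1 receptors, was called higher at 4 hps on 2 of its 4 probe sets. The probe set of the paper's table was higher by 0.82 (SE 0.12, q = 0.00322 from limma) and the brightest by 0.60 (SE 0.09, q = 0.00465). The remaining ones were not called, at 0.047 (q = 0.494) and 0.28 (q = 0.0692). IRAK2 was the 1 gene called, at 4 hps, among 17 measured adaptors and kinases of these receptors. By any probe set of a gene 5 were higher at 4 hps. When adjusted over the list alone, 1 was higher at 4 hps and 2 at 8 hps. Of 24 measured ubiquitin-activating, ubiquitin-conjugating and related ligase genes, 5 were higher and 1 was lower at 4 hps, the same counts as when adjusted over the list alone (6 and 2 by any probe set of a gene), and 0 were called at the other times. The camera test of this list at 4 hps gave adjusted p = 0.113. UBE4B was higher by 0.73 (SE 0.13, q = 0.00798), UBE2J1 by 0.46 (SE 0.10, q = 0.0169), UBE2A by 0.37 (q = 0.0214), UBE3C by 0.35 (q = 0.0293) and UBE2Q2 by 0.34 (q = 0.0268). UBE2E1 fell by 0.26 (q = 0.0455). The list count takes UBE4B, UBE2J1, UBE2A and UBE3C by the probe sets that the paper reports, and their other probe sets were all brighter. None of these brighter ones was called, at 0.08 (q = 0.365) for UBE4B, -0.04 (q = 0.468) for UBE2J1, -0.06 (q = 0.358) for UBE2A and 0.14 and 0.23 for UBE3C. In the vehicle-treated arrays at 4 hps the actin signal stood apart (median 0.28). When set against the vehicle-treated arrays of the other times, IRAK2 was higher by 0.44 (q = 0.0137) and UBE2J1 by 0.38 (q = 0.00723), while UBE4B (0.17), UBE2A (0.18), UBE3C (0.21), UBE2Q2 (0.14) and UBE2E1 (-0.16) were not called.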

We observed a significant increase, after endotoxin stimulation at 4 hours, in the mRNA levels of IL-1 receptor-associated kinase 2 (*IRAK2*) which regulates phosphorylation and the genes that are involved in ubiquitination: ubiquitin-conjugating enzyme E2Q family member 2 (*UBE2Q2*), ubiquitin protein ligase E3C (*UBE3C*), ubiquitin-conjugating enzyme E2A (RAD6 homolog) (*UBE2A*), ubiquitin-conjugating enzyme E2, J1 (UBC6 homolog, yeast) (*UBE2J1*), ubiquitination factor E4B (UFD2 homolog, yeast) (*UBE4B*) (Table 5, additional file 2). 

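IL1R2, the decoy receptor of interleukin-1, rose at 4 hps from 7.33 ± 0.62 (SD, n = 2) in vehicle-treated to 8.44 ± 0.08 (SD, n = 3) in endotoxin-treated arrays. The fitted difference was 1.14 (SE 0.14, q = 0.000657 from limma), with 1.49 in replication 1 and 0.77 in replication 2. IL1RL2, a receptor gene of the same family, was higher by 0.55 (SE 0.14, q = 0.0237), with 0.89 in replication 1 and 0.16 in replication 2. Of 9 measured genes of the interleukin-1 receptor family these were the 2 called at 4 hps, or 3 when adjusted over the list alone, and 0 were called at 1, 2 or 8 hps, or 1 at 8 hps when adjusted over the list alone. At 8 hps IL1R2 differed by 0.66 (q = 0.101) and IL1RL2 by 0.05 (q = 0.996). The test of the effect at 4 hps against that at 8 hps gave q = 0.269 for IL1R2. Against the vehicle-treated arrays of 1, 2 and 8 hps, IL1R2 was higher by 0.66 at 4 hps (q = 0.000355) and IL1RL2 differed by -0.11 (q = 0.543), a change of sign.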

Because the number of differentially expressed genes increased with time up to 4 hps, we were able to define more precise interactions at that time among the analyzed genes using the Ingenuity Pathway Analysis software (Fig. 4) IL1 receptor family members, *IL1RL2 *(interleukin 1 receptor-like 2) and *IL1R2 *(interleukin 1 receptor, beta) were responsive to 4 hours of endotoxin stimulation relative to untreated cells (fold change = 1.4, 2.2; *q *= 0.039811, 0.001; respectively). We conclude that *IL1B *is a central node in the cellular response network due to its coordination and interactions with other molecules in the network (Fig. 4). The functions of all genes demonstrated in the networks at all time points are indicated in additional file 2.

**Table 5:** Effects of endotoxin on genes involved in ubiquitination at 4 hps.

Gene name	Accession number	Fold change log2(t/c) at 4 hps	*q*-values
IRAK2	NM_001030605	0.82	0.005
UBE2Q2	XM_413740	0.34	0.045
UBE3C	NM_001030967	0.35	0.049
UBE2A	NM_204865	0.37	0.036
UBE2J1	NM_204763	0.44	0.028
UBE4B	XM_417607	0.73	0.013

### The differential expression of receptors in HD11 cells upon exposure to endotoxin

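The largest rises were those of CCL4 at 1, 2 and 4 hps and of CD83 at 8 hps. Across the called probe sets the fold change ran from 0.595, at 4 hps, to 5.79, for CCL4 at 1 hps. The highest folds at 2, 4 and 8 hps were 5.28, 5.13 and 4.91. The median size of the log2 difference was 0.82 at 2 hps and 0.74 at 8 hps over the called probe sets. On arrays simulated with the spread of these data, changes of 1 on the log2 scale were recovered at 98.4% at 1 hps and 98.6% at 4 hps, and changes of 0.5 at 52.8% and 59.7%. The simulated noise was independent for each probe set and array. These rates therefore do not cover arrays that stand apart as a whole, as the vehicle-treated ones at 4 hps did.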

Fold changes in the DE genes ranged from 1.68^-1 ^to 5.65 at all time points, but *q *values were highly significant (*q *= 0.05) [additional file 2]. 

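TLR2, a receptor for bacterial lipoproteins, fell at 4 hps by 0.72 (SE 0.12, q = 0.00580 from limma), by 0.71 in replication 1 and by 0.76 in replication 2. Its difference was -0.08 at 1 hps (q = 1.00), -0.48 at 2 hps (q = 0.459) and -0.17 at 8 hps (q = 0.996). Another TLR2 probe set, which is dimmer, differed by 0.014 at 4 hps (q = 0.570). CD180, a relative of TLR4 that binds the co-receptor LY86, also fell at 4 hps, by 0.62 (SE 0.15, q = 0.0219). TLR4, the receptor for lipopolysaccharide, was higher by 0.31 at 4 hps (SE 0.09, q = 0.0415), and by -0.02, -0.08 and 0.09 at the other times. A probe set shared by LOC768669, TLR16 and TLR6 was higher by 0.39 (SE 0.12, q = 0.0408), and a second shared one was at 0.11 (q = 0.253). TLR3, TLR5, TLR7 and TLR15 were not called at any time, with differences from -0.25 to 0.29. Of 10 measured Toll-like receptor and co-receptor genes, 1 was higher and 2 were lower at 4 hps, also when adjusted over the list alone, and 0 were called at the other times, or 1 lower at 2 hps when adjusted over the list alone. Both higher calls are lost with Benjamini-Hochberg adjustment (0.0694 for TLR4 and 0.0681 for the shared probe set). Against the vehicle-treated arrays of 1, 2 and 8 hps, whose actin signal did not stand apart, TLR2 fell by 0.70 (q = 0.00201) and CD180 by 0.61 (q = 0.0242), while TLR4 was at 0.08 and the shared probe set at -0.09.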

We did not detect a significant increase in mRNA level of any *TLR *during the course of exposure; however, *TLR2 *was significantly down-regulated at 4 hps (fold change, 1.65^-1^; *q *= 0.009756) (Fig. 6). 

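NLRC5, an intracellular receptor of the NOD-like family, is annotated as RCJMB04_18i2, and the brightest of its 4 probe sets is the one called. At 4 hps it was at 5.41 ± 0.03 (SD, n = 2) in vehicle-treated and 5.78 ± 0.19 (SD, n = 3) in endotoxin-treated arrays. The fitted difference was 0.47 (SE 0.13, q = 0.0281 from limma), with 0.53 in replication 1 and 0.42 in replication 2, and at 1, 2 and 8 hps it was -0.09, 0.08 and 0.06. The vehicle-treated arrays of 1, 2 and 8 hps lay between 5.93 and 6.52, above all endotoxin-treated arrays at 4 hps, which lay between 5.57 and 5.93. Against those vehicle-treated arrays the difference at 4 hps was -0.22 (q = 0.276). The other 3 probe sets differed by 0.31 (q = 0.0734), 0.08 and -0.02 at 4 hps. Of 5 measured NOD-like receptor genes, NLRC5 and NOD1 (0.50, q = 0.0325) were higher and APAF1 (-0.30, q = 0.0384) was lower at 4 hps, also when adjusted over the list alone. Against the vehicle-treated arrays of the other times 0 of the 5 were called (limma).

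**Figure D2:**
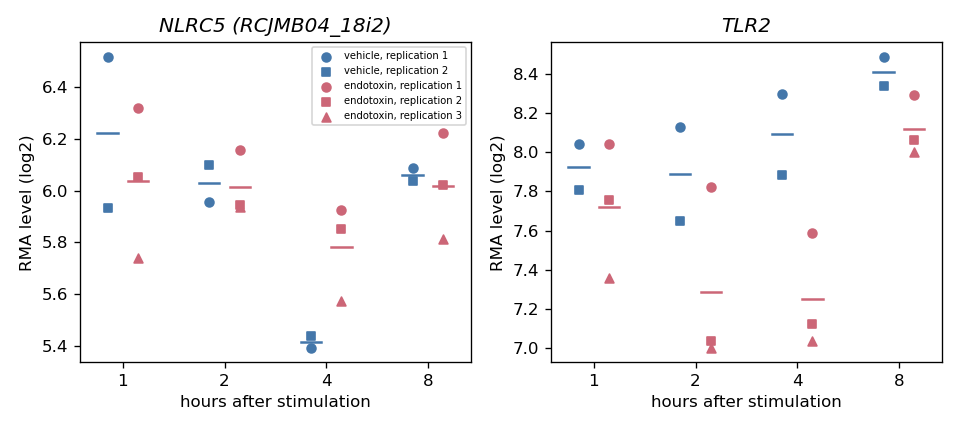
Log2 expression of NLRC5 (RCJMB04_18i2) and TLR2 on each of the 20 arrays against hours post stimulation, with vehicle-treated and endotoxin-treated arrays apart, points for the replications and bars for group means. NLRC5 averages 5.41 in vehicle-treated arrays at 4 hps, where the vehicle-treated arrays of the other times lie at 5.93 or above.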

Interestingly, *NLRC5 *(CARD domain containing, NLR family, RCJMB04_18i2), an intracellular receptor, in HD11 cells treated with endotoxin for 4 hours (fold change, 1.4; *q *= 0.047) was induced in the present study. Similar to *TLR*s, the *NLR*s recognize pathogen associated molecular patterns that are expressed by bacteria and then activate translocation of NFκB from the cytosol to the nucleus. *NLRC5 *was responsive to endotoxin; however it was not included in either gene networks or functional groups [additional file 1]. Despite accumulating research data, the exact molecular mechanism of *NLR *activation and the initiation of signaling cascades in mammals are not yet fully defined [21]. The data of the present study, however, clearly identify a role for *NLRC5 *in chicken macrophage response to endotoxin.

**Figure 6:**
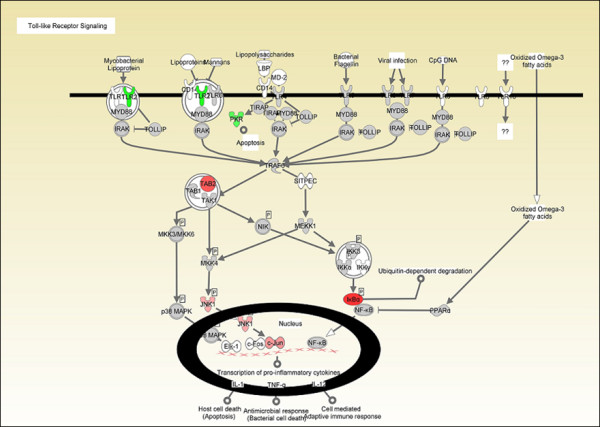
**Toll-like Receptor signalling canonical pathway**. Toll-like Receptor signalling canonical pathway attained by IPA obtained from 4 hours post-stimulation data. Up- and down-regulated genes in red and green, respectively. Experiments were carried out in triplicates.

## Discussion

We did not detect any significant up-regulation in the mRNA levels of *TLR3, TLR4, TLR5, TLR6, TLR7, TLR15, LOC768669 *(similar to TLR1)/*TLR16/TLR6 *(eukaryotic homology group) in the microarray results of this study. Only *TLR2 *showed a significant change in the mRNA level and was slightly, but significantly, down-regulated in stimulated cells. In contrast, *NLRC5 *(NLR family, CARD domain containing 5), was significantly up-regulated. The downregulation of TLR2 might be considered as a result of NLRC5 activation after endotoxin stimulation. The inhibitory effects of NLRC5 on inflammatory pathways have recently been reported [22].

Chicken Tumor Necrosis Factor (*TNF*) alpha gene has not been identified in the chicken genome yet. Interestingly, our study reports differential expression of three TNFalpha-related genes after 1 hour endotoxin exposure, including *TNFAIP3 *(Tumor Necrosis Factor, alpha-induced protein 3), *TNIP2 *(TNFAIP3 interacting protein 2), and *TRAF3 *(TNF receptor-associated factor 3) genes, thus providing additional evidence of existence of genes with TNFA function in chickens. 

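The inhibitor TNFAIP3 and the adaptor genes TNIP2 and TRAF3 rose at 1 hps and were called again at 4 hps. TNFAIP3 was higher by 1.40, 1.51, 0.93 and 0.90 at 1, 2, 4 and 8 hps (SE 0.08 at each, q = 4.23e-07, 1.37e-07, 2.57e-05 and 7.20e-05 from limma). TNIP2 was higher by 0.82 at 1 hps (SE 0.13, q = 0.0300) and by 0.77 at 4 hps (q = 0.00547), and differed by 0.52 at 2 hps (q = 0.404) and 0.55 at 8 hps (q = 0.174). TRAF3 was higher by 0.88 at 1 hps (SE 0.13, q = 0.0300) and by 0.71 at 4 hps (q = 0.00918), and differed by 0.60 at 2 hps (q = 0.283) and 0.60 at 8 hps (q = 0.160). The other probe set of TRAF3 differed by 0.42 at 1 hps (q = 1.00) and was called at 4 hps, higher by 0.68 (q = 0.0118). TNFSF15, a ligand of the TNF superfamily, fell by 0.37 at 4 hps (q = 0.0195), and against the vehicle-treated arrays of 1, 2 and 8 hps differed by -0.12 (q = 0.320). In that comparison TNFAIP3 (1.07), TNIP2 (0.68) and TRAF3 (0.66) were called higher.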

There are still numerous cytokines to be identified, because of limitations in the completeness of the chicken genome assembly [23].

Inflammatory response to infections and tissue injuries is a complex process. Because the inflammatory response causes tissue damage and significant changes in tissue physiology, it must be tightly regulated. The genes that encode antimicrobial effectors do not cause tissue damage and are important for the macrophage early host defence [24]. The differential expression of antimicrobial effectors, but not other functional categories at 4 hps, may be an indication of a self-tolerance mechanism that was developed by chicken macrophages.

Mammals and birds diverged 300 million years ago. There are evolutionarily conserved regions on the chromosomes of both classes [25] such as Toll-like receptor (TLR) encoding genes [26]. Specific receptor for LPS is TLR4 in mammals. It can make the combined use of MyD88-dependent and -independent signalling pathway, while chicken TLR4 cannot. Key components involved in mammalian MyD88-independent TLR4 signalling are LPS Binding Protein (LBP), the lipid scavenger protein CD14, and the intracellular adaptor molecule TRAM [27]. Examination of the chicken genome demonstrates no orthologs for these proteins, with the exception of a CD14-like molecule.

Based on the similarities among the experimental designs, we compared our findings with those reported by Bliss et al., (2005) and Zhang et al., (2008) using the NCBI GenBank gene expression omnibus (GEO) repository, series accession number [GSE1794] [17,15]. Our comparison included inflammatory response genes which were classified by Ingenuity Pathway Analysis software. *IL1B *and *IL8 *genes were the only genes that showed upregulation in all three studies. Zhang et al., (2008) expression data reported upregulations for *CCL4 *and *CD83 *genes, while our results were in concordance with Bliss et al., (2005) on the expressions of *TRAF6, c-fos*, and *TLR1/16/6 *genes [17,15]. The rest of the compared genes did not show a commonality in the expression, probably due to the differences among the experimental conditions, exposure time and the stimulator.

One of the promoter regulatory elements that mediates LPS response in human monocytes is the TPA (12-O-tetradecanoylphorbol 13-acetate)-response element (TRE). The transcription factors that bind to TRE sites are called the Activator Protein 1 (AP-1) complex. They are composed of both the Jun (c-Jun, JunB, and JunD) and Fos (c-Fos, FosB, Fral, and Fra2) families [28]. AP-1 activity is regulated by induced transcription of *c-Fos *and *c-Jun *and/or by posttranslational modification of their products in mammals. c-Jun is ubiquitously present in cells in an inactive form that can be activated through phosphorylation by c-Jun N-terminal kinase (JNK), which belongs to the MAP kinase family [29]. Kogut et al., (2008) demonstrated that chicken heterophils stimulated with flagellin and LPS exhibited a significant increase in DNA binding by the AP-1 family members c-Jun and JunD [30]. The current study shows significant induction of *MAPK8 *at 4 hps (1.32 fold; *q *< 0.04) that may have activated *JUN *at 4 hps. 

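MAPK8, a kinase that phosphorylates JUN, was higher at 4 hps by 0.41 on the log2 scale (SE 0.10, q = 0.0231 from limma) on the probe set called. Its other probe sets were not called, the brightest at 0.25 (q = 0.0787) and the dimmest at 0.11 (q = 0.438). The difference was 0.58 in replication 1 and 0.28 in replication 2. At 1, 2 and 8 hps it was 0.03 (q = 1.00), 0.03 (q = 1.00) and 0.22 (q = 0.927). MAPK8 lay at 6.37 ± 0.30 (SD, n = 2) in vehicle-treated arrays at 4 hps and at 6.69 ± 0.19 (SD, n = 3) in endotoxin-treated ones. Against the vehicle-treated arrays of 1, 2 and 8 hps the difference was 0.026 (q = 0.719), and the call ended.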

Exposure of cells to various stimulants results in the release of NFκB from inhibitor IκB that controls NFκB activity. Signals activate NFκB by targeting IκB for proteolysis [31]. IκB is degraded by a phosphorylation-dependent ubiquitination process. Our data report the significant up-regulation of *IRAK2 *gene and the genes that are involved in the ubiquitination process to activate NFκB (Table 5).

Although QPCR results showed higher fold changes than the microarray data, they supported the microarray data as to direction of change for the majority of the genes tested. 

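On the arrays, IL1B and IL8 were higher with endotoxin at all 4 times, and IL6, IL10, IFNG and TLR15 were called at none. The paper's QPCR found IL6 and TLR15 higher with endotoxin as well, as an effect of dose over the times together. Taken by time, its P values were under 0.05 for TLR15 at 1 hps alone and for IL6 at 1 and 4 hps. At those times the arrays and QPCR part for these genes in what was called. IL6 differed by 0.31, -0.24, 0.01 and -0.10 at 1, 2, 4 and 8 hps (SE 0.11 at each, smallest q = 0.580 from limma). Its mean level stood at percentile 15.8 of all probe sets, and that of IFNG at percentile 23.8. IFNG differed by 0.07, -0.01, -0.30 and 0.01 (SE 0.14, smallest q = 0.134). IL10 differed by 0.02, -0.12, -0.26 and 0.10 (SE 0.09, smallest q = 0.0720). TLR15 differed by -0.05, 0.29, -0.10 and 0.29 (SE 0.17, smallest q = 0.462).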

QPCR is able to measure much larger expression changes than microarray because of the larger dynamic range of QPCR experiments [32]. Moreover, the two methods require and use different normalization methods [33].

## Conclusions

We investigated the transcriptional response after in vitro exposure to endotoxin from *Salmonella typhimurium*-798 of the chicken macrophage cell line HD11 as a model for chicken host response to bacteria. Both QPCR and microarray analysis were performed to define the magnitude and the kinetics of innate immune response. Our data showed a strong macrophage response to endotoxin at 4 h post-stimulation, which decreased dramatically by 8 h post-stimulation. About two-thirds of the significantly differentially expressed genes were up-regulated. The *NFKBIA, IL1B, IL8*, and *CCL4 *genes were consistently induced at all time points after endotoxin treatment, demonstrating their important role in response to *Salmonella*. Additionally, the up-regulation of *JUN *and *MAPK8 *at 4 h post-stimulation shows chicken cells use this additional pathway to induce an immune response through the AP1 transcription factor. Although none of the TLRs were upregulated after endotoxin stimulation, the CARD5 domain containing NOD like Receptor 5 (*NLRC5*), an intracellular receptor, was upregulated in response to *Salmonella *endotoxin. To our knowledge, this is the first report of the *NLRC5 *induction by bacterial membrane components in chickens. The recognition of *Salmonella typhimurium*-798 endotoxin by chicken macrophages clearly caused multiple signalling cascades to be initiated and resulted in many gene expression changes. The number of DE genes decreased by 96% from 4 hours to 8 hours post stimulation. This suggests that chicken macrophages quickly return to homeostasis after response to endotoxin-caused shock. This study enhances knowledge on the chicken macrophage transcriptional response to endotoxin by elucidating the complex gene networks involved in the chicken inflammatory response and reports the novel involvement of *NLRC5*.

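Cytokine, chemokine and matrix enzyme genes were among those called at 8 hps. LOC396260 was higher by 1.55 (SE 0.19, q = 0.00108 from limma). The metalloproteinase genes MMP1, MMP27 and MMP23B were higher by 0.84 (SE 0.09, q = 0.000262), 1.05 (SE 0.14, q = 0.00251) and 0.67 (SE 0.10, q = 0.00617). Of 22 measured genes of metalloproteinases and their inhibitors, these 3 were higher at 8 hps, or 4 when adjusted over the list alone, and the list moved up (adjusted p = 0.000372 from camera, and adjusted p = 0.0342 with an estimated correlation). At 4 hps 4 were higher and 1 lower, the median difference was -0.012, and the list did not pass (adjusted p = 0.575 from camera). Of those called at 4 hps, MMP1 (0.32), MMP23B (0.82) and MMP27 (0.51) were also called against the vehicle-treated arrays of 1, 2 and 8 hps. ADAMTS1 (0.24) and MMP11 (-0.16) were not called there. C5orf13 fell by 0.55 (SE 0.10, q = 0.0353) and LOC777119 by 0.50 (SE 0.08, q = 0.0200). The number of called probe sets fell by 98.0% from 4 to 8 hps, or by 96.6% with Benjamini-Hochberg adjustment. Of the 57 probe sets higher at 8 hps, 52 were higher at 4 hps, where independent lists would share 2.82. From the fall in the number of differentially expressed genes, the paper proposes that chicken macrophages return quickly to homeostasis. With the vehicle-treated arrays of the other times as reference, the count at 4 hps was 264 higher and 255 lower. In the same fit the count at 8 hps, against the vehicle-treated arrays of 8 hps, was 51 higher and 5 lower. The vehicle-treated arrays of all times together gave 683 called probe sets at 4 hps and 1002 at 8 hps. This reference adds differences between times. The vehicle-treated arrays at 4 and 8 hps differed from those of the other times at 2101 and 1079 probe sets. The counts of 683 and 1002 therefore cannot tell whether the response to endotoxin fell.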

## Methods

### Cell Culture and Stimulation

The chicken HD11 macrophage cell line [11] was cultured in RPMI 1640 medium (Sigma) supplemented with 10% heat-inactivated newborn calf serum, 2 mM glutamine, 1 mM sodium pyruvate, 0.1 mM non-essential amino acids, 100 U/ml penicillin, 100 μg/ml streptomycin, 10 mM HEPES and 5 × 10^-5 ^M 2-mercaptoethanol (pH 7.3) at 41°C and 5% CO_2_. Cells were plated in 75 cm^2 ^tissue flasks (Cellstar, Greiner Bio-one) and cultures were split every 3 days. Cell viability was > 90% by trypan-blue exclusion (Sigma-Aldrich Co.). Prior to stimulation with endotoxin dissolved in Phosphate Buffer Saline, cells were cultured at an initial density of 2.8 x10^6 ^cells/flask into 25 cm^2 ^tissue flasks and kept overnight in the incubator, then stimulated with 0.0 (vehicle treated), 0.1, 1.0, 10.0 ug/ml endotoxin which was isolated from Salmonella *typhimurium*-798 utilizing the aqueous butanol-1 extraction procedure as described by Morrison and Leive 1975 [34]. Cells were collected at 1, 2, 4, and 8 hours after endotoxin stimulation.

### RNA Isolation, DNase Treatment and QPCR Experiments

Total RNA was isolated from pooled samples (3 individual 25 cm^2 ^flasks per treatment, 3 treatment replicates per each of three treatments performed on different days) using RNAquous^© ^(Ambion, Austin, TX) according to manufacturer's instructions. The mRNA expression levels of *TLR15, IL1B, IL6, IL10, IL8*, and *IFNG *were determined by quantitative real-time RTPCR, using QuantiTect SYBR Green RT-PCR (Qiagen, Waltham, MA). Each RT-PCR reaction was run in triplicate for each sample and consisted of either 50 ng or 75 ng total RNA, 12.5 ml QuantiTect SYBR Green master mix, 0.25 ml QuantiTect RT mix, forward and reverse primers, and RNAse-free water for a final volume of 25 ml. The QPCR primer sequences have been previously published [35-37].

The QPCR reactions were performed on an Opticon 2 (MJ Research Inc., Waltham, MA). An initial 50°C step for 30 min was followed by 95°C for 15 min and 40 cycles (94°C for 15 s, 59°C for 30 s, and 72°C for 30 s, for denaturation, annealing, and extension, respectively) for all PCR amplifications. Gene slopes were determined with serial dilutions differing by 10-fold. A melting curve from 60 to 90°C with a reading at every 1°C was also performed for each individual RT-PCR plate. Adjusted cycle threshold (C(t)) values were calculated as follows:

40 - [C (t) sample mean + (C(t) 28 s median -C(t) 28 s mean)] * (gene slope/28 s slope) for all genes except *IFNG*. The threshold of 40 cycles was raised to 45 cycles for *IFNG*, because most adjusted cycle numbers were greater than 40. Mean adjusted C(t) values of each triplicate of assays were used in statistical analysis. All RNA samples were DNase treated with DNA-Free (Ambion, Austin, TX) according to manufacturer's instructions before QPCR. The fold changes in mRNA levels were determined as follows:

Δ*C*(T) non-stimulated = *C*(T) target gene non-stimulated-*C*(T) 28 s non-stimulated. Δ*C*(T) stimulated = *C*(T) target gene stimulated-*C*(T) 28 s stimulated. The fold change in mRNA = 2^(ΔC(T) non-stimulated-ΔC (T) stimulated)^

### Statistical Analysis of QPCR Data

The mRNA expression levels for each gene were analyzed with the JMP software (SAS Institute, Cary, NC) ANOVA model. The main fixed effects were time (1, 2, 4, 8 hours) and ST-798 endotoxin dose (0.0, 0.1, 1.0, 10.0 μg/ml) and the interaction of these effects. Multiple comparisons of least squares (LS) means for dose and time effects were determined by Tukey-Kramer honestly significant differences test using JMP statistical software (SAS Institute, 2005). *P *< 0.05 was considered as statistically significant [38].

### Microarray Statistical Analysis

The microarray experiment was conducted using three replications. The first two replications each used one experimental unit and one Affymetrix GeneChip for each of the eight combinations of endotoxin dose (treated vs. control) and time (1, 2, 4, or 8 hours after treatment). The third replication was analyzed with four GeneChips for four endotoxin-treated experimental units measured at 1, 2, 4, and 8 hours after treatment, respectively. Data are deposited in the NCBI GenBank gene expression omnibus (GEO) repository http://www.ncbi.nlm.nih.gov/geo/info/linking.html, series accession number is GSE23881. Data were normalized and expression measures computed using the Robust Multiarray Average (RMA) method [39]. A linear model with fixed effects for replication, endotoxin dose, time, and interaction between dose and time were fit to the expression data for each gene using the R package limma [40,41]. As part of each linear model analysis, *P*-values were obtained for the test for dose-by-time interaction, the test for changes over time within endotoxin dose groups, and the test for a dose effect at each time point. The *P*-values for each test were converted to *q*-values for false discovery rate estimation using the method of Nettleton et al. (2006) [42]. The fold changes from microarray data are presented as log base 2.

### Gene Network Analysis

Probe set gene names were downloaded from http://www.affymetrix.com. Construction and statistical significance of gene networks were performed by using Ingenuity Pathways Analysis (Ingenuity^® ^Systems, http://www.ingenuity.com, henceforth abbreviated as IPA) and by selecting *Gallus gallus *in settings. Statistically significant networks were considered those with a *P *value cut-off of 0.0001. Genes were categorized using IPA. The IPA was also used to identify networks of interacting genes. Genes with q values less than 0.05 were entered into IPA.

## Authors' contributions

CC carried out the experiments and data analysis for QPCR, gene networks (IPA), participated in the design of the study and drafted the manuscript. SJL, CKT, MJW, DN participated in the design of the study. MJW provided endotoxin. DN performed the statistical analysis of microarray. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes clustered by function at each time point**. Click here for file

Additional file 2 **All genes list; fold changes (stimulated vs non-stimulated) and q values by time for DE genes**. 

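The table of fold changes and q values gives, for each probe set and time, the ratio of endotoxin-treated to vehicle-treated cells and the q value of that comparison. Over the 38535 probe sets of the array, the log2 ratios of the authors' deposited table differ from the fitted differences by at most 5.04e-08. The authors' deposited q values at 4 hps differ by at most 9.55e-08 from Benjamini-Hochberg values and by up to 0.401 from histogram q values. At 4 hps the authors' deposited table holds 1157 higher and 604 lower probe sets at a q under 0.05. Genes such as CCL4, IL8 and BTG2 appear on several lines because the array carries several probe sets for them.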

Click here for file

Additional file 3 **Functions of molecules (genes) involved in each gene network, by time**. Interaction with all possible molecules including genes with q values higher than 0.05. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

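RNA from HD11 cells given 1 μg/ml ST-798 endotoxin or vehicle was measured on 20 Affymetrix chicken arrays, 3 endotoxin-treated and 2 vehicle-treated at each of 1, 2, 4 and 8 hps. The authors deposited RMA values on the log2 scale, made by background correction, quantile normalization and median polish. The authors also deposited a table with the log2 ratio of endotoxin-treated to vehicle-treated cells and the q value of each probe set at each time, from limma with fixed effects for replication, dose, time and their interaction. This table was used only for comparison and for the probe sets behind gene names. Scans of the arrays, probe intensities and the QPCR measurements were not analysed here. Gene names are those of the array annotation: of the 38439 probe sets tested, 25795 carry 1 gene name, 671 several and 11973 none.

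From the log2 values, limma 3.58.1 under R 4.3.3 was fitted to all 20 arrays with a term for each of the 8 groups of dose and time and a fixed term for replication, as the paper's methods describe. The fit has 10 residual degrees of freedom and 5.13 prior degrees of freedom. The paper's methods place the replications on different days, so replicate numbers pair the arrays. The correlation of the difference between replications 1 and 2 in endotoxin-treated and in vehicle-treated arrays was -0.141, 0.236, 0.0684 and 0.113 at 1, 2, 4 and 8 hps. Endotoxin was compared with vehicle at each time by limma's moderated test. The interaction of dose and time and the change over time within each treatment were tested by limma's moderated F test. P values were turned into q values by the histogram method that the paper's methods cite, with 20 bins, a number the paper's text does not name, and probe sets were called at a q under 0.05. The 96 control probe sets of the array maker were left out of the tests and used for the signal near the 3' and 5' ends.

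Genes to be named were chosen by a rule set before the data were examined. At each time these are the 10 largest rises and the 10 largest falls among called probe sets that changed the same way in replications 1 and 2 and carry 1 gene name, with members of the gene lists in order of q, and the genes the paper names, whose values in the paper had been read. The 24 gene lists were also set then, after the paper had been read. They cover NF-kB regulators, cytokines and chemokines, Toll-like receptors, NOD-like receptors, their adaptors, interleukin-1 receptors, AP-1 and MAP kinases, ubiquitin enzymes, interferon response, phagocyte effectors, the paper's antimicrobial and inflammatory lists, metalloproteinases, sterol genes, cell cycle, endoplasmic reticulum stress, heat shock, glycolysis, ribosomal proteins, and markers of macrophages, T cells, B cells, erythroid cells and fibroblasts. A gene is represented by its probe set with the highest mean, or, for genes the paper names, by the probe set of Additional file 2, the one with the lowest q at any time where that file gives several. For CCL4 this is not the probe set of the paper's Table 4, which is the brighter of the pair and is also called at 1 hps. Lists were compared with the other genes by limma's camera test with a preset correlation of 0.01 and again with an estimated one, adjusted by Benjamini-Hochberg over 96 combinations of list and time.

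The steps were tested on simulated arrays with the spread of these data and 200 changed probe sets per time among the 38439. Changes of 2 on the log2 scale were recovered at 100% at each time, changes of 1 at 98.4%, 98.6%, 98.6% and 100% at 1, 2, 4 and 8 hps, and changes of 0.5 at 52.8%, 58.9%, 59.7% and 64.9%. False calls were 10 of 175, 12 of 181, 8 of 182 and 5 of 178. The interaction test recovered 33.2% at a size of 0.5, 94.8% at 1 and 100% at 2, with 33 false calls of 626. Noise was drawn independently for each probe set and array. The simulation therefore held no array that stood apart as a whole, and its rates of false calls do not cover that case.

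The alternatives set before the data were examined were no replicate term, replication as a random effect, Benjamini-Hochberg adjustment, no moderation, limma with trend and robust options, array weights, centring on ribosomal proteins, cyclic loess, control probe sets included, the brighter 19219 of the probe sets (by the mean over all arrays), arrays of the given time alone, vehicle-treated arrays of all times together, and each replication or array left out in turn. After the data were examined 4 were added: the actin signal difference as a covariate, the vehicle-treated arrays at 4 hps left out, the same with Benjamini-Hochberg adjustment, and the endotoxin-treated arrays of replication 3 at 1 and 2 hps left out. Endotoxin at 4 hps against the vehicle-treated arrays of 1, 2 and 8 hps was tested without the vehicle-treated arrays at 4 hps for the counts over all probe sets and the q values of single genes, and in the fit of all 20 arrays for the counts over gene lists. With 2 vehicle-treated arrays at a time, other splits of the arrays were not tried. The number of arrays limits the precision.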

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

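The tests of the signal axis, of NLRC5 and of other probe sets of a gene were chosen after the results were seen, as were the comparisons without the vehicle-treated arrays at 4 hps and with the actin covariate.

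In the direct test of the endotoxin effect at 4 hps against that at 2 hps by limma, 4 named probe sets differed: SLC24A1 by -1.06, WDFY3 by 0.89, CD274, a ligand of an inhibitory T cell receptor, by 0.87, and KLHL12 by 1.08 (q = 0.0321 for each). The effect at 4 hps rests on vehicle-treated arrays that stand apart. These differed from the vehicle-treated arrays of the other times by 0.59, -0.75, -0.46 and -0.37 at the 4 probe sets, all called. CD274 alone was called in endotoxin-treated cells at 4 hps against the vehicle-treated arrays of 1, 2 and 8 hps (0.60). The effects at 2 hps were 0.45, -0.18, 0.19 and -0.53. The vehicle-treated arrays at 4 hps enter these only through the common replication terms. Part of the differences of SLC24A1 and KLHL12 therefore lies at 2 hps. For the part at 4 hps an origin in the vehicle-treated arrays of that time stays open.

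Vehicle-treated cells, whose change over time the paper does not report, were also compared with each other. At 4 hps 662 probe sets were higher and 1439 lower than in vehicle-treated cells of the other times. HSP70 was higher by 0.68 and CHORDC1 by 0.57, and RHOB was lower by -1.31, genes named after their values were seen.

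Far more probe sets were called at 4 hps than at the other times. Of the 4 hps calls, 70.7% departed further in the vehicle-treated than in the endotoxin-treated array of replication 1 or 2, whichever share was lower (71.6% in the other). This goes with a move of the vehicle-treated arrays at 4 hps, but the probe sets were chosen by their call on these same arrays. The share to be found without such a move was not worked out. Over all probe sets, the vehicle-treated arrays at 4 hps differed from those of the other times at 2101. The endotoxin-treated arrays at 4 hps did so at 546. The signal difference between 3' and 5' ends at 4 hps, as the mean of actin and GAPDH, was -0.155 and -0.258 in the 2 replications, outside the range of -0.0728 to 0.0735 at the other times, but actin carries it (-0.333 and -0.334), with 0.0230 and -0.182 for GAPDH and 0.0563 and -0.0660 for EF1A, which was not part of the test. Over all probe sets the 4 hps difference also correlated at -0.521 with an axis on which replication 3 parts from the others within endotoxin-treated cells at 1 and 2 hps, against -0.0677, -0.00566 and -0.0444 for the differences at 1, 2 and 8 hps, of which that at 8 hps alone shares no array with the axis (across probe sets, which are not independent replicates). Whether a single array stands apart was left undecided, with median differences of 0.503 and 0.329 in the 2 replications, a ratio of 1.53. RNA or cDNA quality in the vehicle-treated arrays at 4 hps may account for part of the calls. However, quality, handling of those cultures and time in vehicle share the same 2 arrays. An endotoxin effect at 4 hps stays open as well. Against the vehicle-treated arrays of 1, 2 and 8 hps, 255 of the 3106 were also called with those of 4 hps left out. In the fit of all 20 arrays 243 were called in that comparison with the same sign. Both comparisons use the same endotoxin-treated arrays at 4 hps, so the shared calls are not independent evidence. The 10 probe sets higher at all 4 times were also called at 1, 2 and 8 hps, against other vehicle-treated arrays.

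NLRC5 was higher by 0.47 at 4 hps against the vehicle-treated arrays of that time. Against those of 1, 2 and 8 hps it differed by -0.22, which is consistent with low vehicle-treated arrays as the source of the call, as a hypothesis. A fall of NLRC5 with time in both treatments that endotoxin weakens stays open, since no other vehicle-treated culture of 4 hps was measured.

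Other probe sets of a gene followed a 4 hps call less than an 8 hps call, with a median share of 0.227 of the change over 2603 probe sets at 4 hps and 0.879 over 18 at 8 hps. Among calls of at least 0.75 the share was 0.252 over 405 other probe sets, 27.4% of them called the same way. Calls of small size alone therefore do not account for the low share. The cut was by size and not by q, and calls near the q threshold such as STT3A (1.39, q = 0.0412 from limma) pass it. Choosing calls by a large difference also lowers the share by itself. The test therefore cannot exclude weak calls near the threshold. A signal that depends on the place of a probe set along its transcript may contribute and was not tested here, and a change of transcript forms with endotoxin stays open, also untested.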

How the results depend on the processing

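The alternatives without the vehicle-treated arrays at 4 hps, with the actin covariate, and without the endotoxin-treated arrays of replication 3 at 1 and 2 hps were chosen after the data were examined. The cause of a change was not tested unless stated. Counts are probe sets higher and lower.

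The paper's replications were made on different days, so replicate numbers pair the arrays and the block stayed in. With no replicate block the counts were 6 and 0 at 1 hps, 10 and 1 at 2 hps, 36 and 13 at 4 hps and 15 and 0 at 8 hps, with 557 for time in vehicle-treated and 1854 for time in endotoxin-treated cells. With replication as a random effect they were 8 higher at 1 hps, 16 and 1 at 2 hps, 384 and 265 at 4 hps and 33 and 3 at 8 hps, with 1672 for time in vehicle. Without moderation they were 5 at 1 hps, 9 and 1 at 2 hps, 1000 higher at 4 hps and 28 and 2 at 8 hps. The arrays of a time alone, with fewer residual degrees of freedom, gave 0 at 1 hps, 12 and 0 at 2 hps, 0 and 0 at 4 hps and 16 and 0 at 8 hps. Against vehicle of all times, which adds differences between times by construction, counts were 183 and 127, 107 and 119, 338 and 345, and 737 and 265. With Benjamini-Hochberg adjustment they were 1169 and 609 at 4 hps, with 1201 and 2510 for time in vehicle and endotoxin. Array weights gave 749 and 315 at 4 hps and 8 lower at 8 hps. Trend and robust options gave 96 and 8 at 8 hps and 24 for the interaction. Ribosomal protein centring gave 1 lower at 2 hps, 2001 and 794 at 4 hps (71.6% higher, against 61.2%), 1 for the interaction and 7475 for time in endotoxin. The brighter 19219 probe sets gave 7 lower at 8 hps, 1 for the interaction, and 6133 and 8431 for time in vehicle and endotoxin.

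With the actin covariate 4 and 2 were called at 4 hps and 2 were lower at 8 hps. The median difference of the 4 hps calls went from 0.43 to 0.36. The SE grew from 0.935 to 1.70 times a probe set's residual spread, so precision was lost by construction. Without the vehicle-treated arrays at 4 hps the counts there were 264 and 255, with 255 probe sets shared and a median difference of 0.14, or 197 and 202 with Benjamini-Hochberg adjustment. Without the endotoxin-treated arrays of replication 3 at 1 and 2 hps, 10 and 0 were called at 1 hps, 17 and 0 at 2 hps, 1053 and 590 at 4 hps and 40 and 3 at 8 hps. By unadjusted p, 247 of the probe sets higher at 4 hps were also higher at 8 hps, against 52 by q.

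With a replication or array left out, counts ran from 0 to 11 higher and 0 to 0 lower at 1 hps, 0 to 20 and 0 to 2 at 2 hps, 15 to 2175 and 0 to 1623 at 4 hps and 0 to 49 and 0 to 4 at 8 hps. Time in vehicle ran from 0 to 1580, time in endotoxin from 25 to 1523, and the interaction from 0 to 0. At 4 hps the counts were 64 and 49 without the vehicle array of replicate 1, 1702 and 473 without that of replicate 2, 546 and 354 without the endotoxin array of replicate 1, 835 and 505 without that of replicate 3, and 15 and 0, 1128 and 118, and 454 and 263 without replicates 1, 2 and 3. Without the vehicle array of replicate 1 or 2 the counts of higher were 3 and 8 at 1 hps, 5 and 9 at 2 hps, and 19 and 19 at 8 hps. Without the endotoxin array of replicate 1 or 2 they were 6 and 10, 16 and 16, and 26 and 29, and without that of replicate 3 they were 20 at 2 hps. A lone vehicle array is then assumed to vary like the other groups.

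At 4 hps, signs reversed against vehicle of all times for NLRC5 (-0.050), with the actin covariate for LOC768669 /// TLR16 /// TLR6 (-0.0095), TMEM123 (-0.35), STT3A (-0.35), IKBKE (-0.075) and NOD1 (-0.043), and without the vehicle-treated arrays at 4 hps for NLRC5 (-0.22), IL1RL2 (-0.11), LOC768669 /// TLR16 /// TLR6 (-0.090), RCJMB04_10m24 (-0.058), ATF3 (-0.13) and TAL1 (-0.022). Of 13, 20, 97 and 28 named probe sets called at 1, 2, 4 and 8 hps, the call was kept by 13, 20, 49 and 28 against vehicle of all times, by 5, 7, 13 and 8 with no replicate block, by 0, 12, 0 and 14 with the arrays of a time alone, by 1, 7, 10 and 3 without replicate 1 and by 0, 0, 41 and 0 without replicate 2. It was kept by 13, 19, 4 and 24 with the actin covariate and by 11, 20, 43 and 26 without the vehicle-treated arrays at 4 hps.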

Differences from the paper's values

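Each pair was compared under 20 alternatives set before the data were examined. A value counts as near the paper's where the larger of the pair is at most 1.5 times the smaller, or, for a fold, where they lie within a standard error. The paper's number of differentially expressed genes at 4 hps is 1761, and 3106 probe sets were called here at the same q under 0.05. Near it by that rule, though not equal to it, were 6 of the 20 alternatives: Benjamini-Hochberg adjustment (1778), no moderation (1830), cyclic loess (2286), without replicate 2 (1246), without the vehicle array of replicate 2 at 4 hps (2175) and without the endotoxin array of replicate 3 at 4 hps (1340). The other 14 were not near it. With the control probe sets included, Benjamini-Hochberg adjustment gives 1761, the authors' count.

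The paper's Table 4 labels its values as log2, and they match the values here on the linear fold scale. The exception is IL1B, at 5.65 in the paper and a fold of 2.14 here, and none of the 20 alternatives is near it.

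Several q values of the paper at 4 hps are higher than those here, and Benjamini-Hochberg adjustment brings each within 1.5 times the paper's value, as do the alternatives named for each below. For IRAK2 the paper's q is 0.005 and here 0.00322, also near with cyclic loess, against vehicle of all times and without the endotoxin array of replicate 2. For UBE2Q2 the paper's is 0.045 and here 0.0268, also near with no moderation, array weights, cyclic loess, without replicate 3, without any 1 of the endotoxin arrays and without the vehicle array of replicate 2. For UBE3C the paper's is 0.049 and here 0.0293, also near with replication as a random effect, no moderation, trend and robust options, array weights, ribosomal protein centring and without the endotoxin array of replicate 2 or of replicate 3. For UBE2A the paper's is 0.036 and here 0.0214, and for UBE2J1 the paper's is 0.028 and here 0.0169, both also near with replication as a random effect, no moderation, array weights, cyclic loess, without replicate 2 and without the endotoxin array of replicate 2 or of replicate 3. For UBE4B the paper's is 0.013 and here 0.00798, also near with cyclic loess. For IL1RL2 the paper's is 0.039811 and here 0.0237, also near with no moderation, array weights, cyclic loess, without replicate 2 and without the endotoxin array of replicate 3. For IL1R2 the paper's is 0.001 and here 0.000657, also near against vehicle of all times. For TLR2 the paper's is 0.009756 and here 0.00580, also near without the endotoxin array or the vehicle array of replicate 2. For NLRC5 the paper's is 0.047 and here 0.0281, also near with no moderation, array weights, cyclic loess, without replicate 2, without the endotoxin array of replicate 2 or of replicate 3 and without the vehicle array of replicate 2. In each case the other alternatives differed from the paper's value by over 1.5 times.

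The paper states that no Toll-like receptor gene rose on its arrays, while its QPCR found TLR15 higher with endotoxin. Here TLR4 (q = 0.0415) and a probe set shared by LOC768669, TLR16 and TLR6 (q = 0.0408) were higher at 4 hps, and with Benjamini-Hochberg adjustment neither is called (0.0694 and 0.0681), while the paper's fall of TLR2 is also found here. The paper counts 1 probe set fewer at 1 hps than the 14 found here; the count is 13 with the control probe sets included. The paper states that its antimicrobial category was changed at 4 hps alone, and here 1 of its 8 genes, CCL4, was also higher at 2 and 8 hps on the probe set that stands for it in the list, and at 1, 2 and 8 hps on the probe set of the paper's Table 4. The paper states that NLRC5 was in no network, and its Additional file 3 lists it in a network at 4 hps.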

Other observations

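The gene names of the comparisons between groups other than endotoxin against vehicle at a time were chosen after their values were seen. Vehicle-treated cells changed over time at 2902 probe sets and endotoxin-treated cells at 4209 (limma's F test). In endotoxin-treated cells at 4 hps against vehicle-treated cells of 1, 2 and 8 hps, GPR146, an orphan receptor gene, was lower by -1.17. NPL, a sialic acid enzyme gene, was lower there by -0.90, NDRG1 by -0.79 and FLT1, a receptor for vascular growth factors, by -0.70. This comparison also holds differences between times, so these values are not effects of endotoxin alone. Against the vehicle-treated arrays of 4 hps GPR146 differed by -0.65 (q = 0.0350 from limma).

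At 4 hps the cell cycle list of 44 measured genes had 2 higher (CDK6 and ECT2) and 1 lower (ANLN), the endoplasmic reticulum stress list of 26 had 1 higher (ERO1LB) and 1 lower (PDIA4), and both had the same counts when adjusted over the list alone and 0 calls at the other times (limma). None of these 5 genes was called in the comparison with the vehicle-treated arrays of 1, 2 and 8 hps. By any probe set of a gene, 12 cell cycle genes were higher and 2 lower at 4 hps, and 4 stress genes were higher and 2 lower. The heat shock list of 17 had 0 calls at each time, and 3 higher at 4 hps against the vehicle-treated arrays of the other times. Of 20 glycolysis genes LDHA was lower at 4 hps, by -0.30 (q = 0.0342), and of 71 genes with ribosomal protein names RPS6KA5, a kinase caught by the name pattern, was higher, with 0 of each when adjusted over the list alone. Against the vehicle-treated arrays of 1, 2 and 8 hps LDHA was called, at -0.37 (q = 0.0154 from limma), and RPS6KA5 was not, at 0.07 (q = 0.684). The camera test moved the cell cycle list down at 2 and 8 hps (adjusted p = 0.00228 and 0.00269, and adjusted p = 0.485 for both with an estimated correlation), the heat shock list up at 8 hps (adjusted p = 0.0276, and adjusted p = 0.444 with an estimated correlation) and the macrophage markers up at 8 hps (adjusted p = 0.0197, and adjusted p = 0.485 with an estimated correlation).

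Among cell type markers, CD83 was higher at each time, and LYZ and CYBB, macrophage genes, were higher at 4 hps (3 of 22 markers, or 4 when adjusted over the list alone). The markers of T cells, B cells and fibroblasts were dim, at median percentiles of 33.8, 37.3 and 33.3 of all probe sets. The macrophage markers stood at 92.3 and the erythroid ones at 59.8. Of 15 T cell markers CD8A and CD8B were lower at 4 hps, of 7 B cell markers CD79B, and of 19 fibroblast markers COL3A1. Of 7 erythroid markers TAL1 was higher. Adjusted over the list alone, these counts of T cell, B cell, fibroblast and erythroid markers were 2, 2, 0 and 1. None of these 5 genes was called against the vehicle-treated arrays of 1, 2 and 8 hps, nor were LYZ (0.36, q = 0.0727) and CYBB (0.12, q = 0.386), and CD83 was the 1 macrophage marker that was.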
